# METTL3-Mediated m^6^A Methylation Regulates Muscle Stem Cells and Muscle Regeneration by Notch Signaling Pathway

**DOI:** 10.1155/2021/9955691

**Published:** 2021-05-14

**Authors:** Yu Liang, Hui Han, Qiuchan Xiong, Chunlong Yang, Lu Wang, Jieyi Ma, Shuibin Lin, Yi-Zhou Jiang

## Abstract

The Pax7+ muscle stem cells (MuSCs) are essential for skeletal muscle homeostasis and muscle regeneration upon injury, while the molecular mechanisms underlying muscle stem cell fate determination and muscle regeneration are still not fully understood. N6-methyladenosine (m^6^A) RNA modification is catalyzed by METTL3 and plays important functions in posttranscriptional gene expression regulation and various biological processes. Here, we generated muscle stem cell-specific METTL3 conditional knockout mouse model and revealed that METTL3 knockout in muscle stem cells significantly inhibits the proliferation of muscle stem cells and blocks the muscle regeneration after injury. Moreover, knockin of METTL3 in muscle stem cells promotes the muscle stem cell proliferation and muscle regeneration *in vivo*. Mechanistically, METTL3-m^6^A-YTHDF1 axis regulates the mRNA translation of Notch signaling pathway. Our data demonstrated the important *in vivo* physiological function of METTL3-mediated m^6^A modification in muscle stem cells and muscle regeneration, providing molecular basis for the therapy of stem cell-related muscle diseases.

## 1. Introduction

The skeletal muscle stem cells (MuSCs, satellite cells) are the stem cells located under the basal layer of mature muscle fibers and are necessary for normal muscle growth and regeneration. In resting adult muscle, MuSCs are mainly quiescent, but the MuSCs will be activated under pathological stimuli for muscle repair and tissue homeostasis [1, 2]. When muscle injury occurs, the Pax7+ MuSCs become activated and proliferate as progenitor cell myoblasts, which then differentiate into myotubes and further mature as functional muscles. The process of MuSC differentiation and fusion is mediated by several transcription factors termed the myogenic regulatory factors (MRFs) including myoblast determination protein (MyoD), myosin, and myogenin (Myog) [3]. The mechanisms controlling the muscle stem cells and muscle regeneration are complicated and still not fully understood.

Posttranscriptional modifications on RNAs, particularly the most abundant mRNA modification, N6-methyladenosine(m^6^A), have pronounced effects on mRNA stability, splicing, and translation [4–8]. The m^6^A modification requires a defined set of “writer” proteins including the active methyltransferase METTL3 and its cofactor METTL14, to deposit the methyl groups on mRNAs [9, 10]. On the other hand, the demethylases FTO and ALKBH5 catalyze the demethylation of m^6^A on mRNAs. Therefore, the m^6^A modification is reversible and dynamically regulated at different biological processes. Different reader proteins including the YTHDF, YTHDC, and IGFBP family proteins specifically recognize the m^6^A modifications on mRNAs and facilitate the stability, processing, transport, and translation of mRNAs. Therefore, the m^6^A modification plays important functions in posttranscriptional gene expression regulation.

Given the important function of m^6^A mRNA modification in gene expression, emerging evidence revealed the critical role of m^6^A in different biological processes. Recent studies revealed that METTL3-mediated m^6^A modification is essential for stem cells self-renewal and appropriate differentiation [11]. Interestingly, in myoblasts, METTL3 can promote MyoD mRNA maintenance in proliferative myoblasts for skeletal muscle differentiation [12]. Another study reported that METTL3 regulates the myoblast transition from proliferation to differentiation [13]. And depletion of FTO in myoblasts led to impaired skeletal muscle development [14]. These data suggested that the m^6^A modification could mediate the muscle progenitor cell proliferation and differentiation *in vitro*; however, the function and mechanism of METTL3-mediated m^6^A modification in regulation of muscle stem cells and muscle regeneration in vivo are inconclusive.

In this study, we established the muscle stem cell-specific METTL3 conditional knockout and conditional knockin mouse models and the muscle regeneration model to study the functions of METTL3 in regulation of muscle stem cells and muscle regeneration. We also identified Notch signaling pathway as important downstream target of METTL3 in the muscle stem cells. Our data uncovered novel posttranscriptional modification mechanism regulating muscle stem cells and muscle regeneration, providing molecular basis for the therapy of stem cell-related muscle diseases.

## 2. Materials and Methods

### 2.1. Generation of Muscle Stem Cell-Specific METTL3 Conditional Knockout and Knockin Mice

The METTL3^flox/wt^ mouse strain and the METTL3^ki/wt^ mouse strain were generated with CRISPR/Cas9 technology by Biocytogen Jiangsu Co., Ltd. Pax7CreERT2 mouse was purchased from The Jackson Laboratory. The METTL3^flox/wt^ mouse was crossed with Pax7CreERT2 mouse to generate the muscle stem cell-specific METTL3 conditional knockout mice (Pax7CreERT2; METTL3^flox/flox^, cKO) and the corresponding control mice. While METTL3^ki/wt^ mouse was crossed with Pax7CreERT2 mouse to generate the muscle stem cell-specific METTL3 conditional knockin mice (Pax7CreERT2; METTL3^ki/wt^, cKI) and the corresponding control mice. Mice were genotyped by PCR using standard protocols.

### 2.2. Muscle Regeneration Procedure

Tamoxifen (Sigma) was administered intraperitoneally at 1 mg per 20 g body weight per injection. Cardiotoxin (CTX 0.06 mg/ml, Sigma) was injected into tibialis anterior (TA) muscles in a volume of 50 *μ*l. All animal procedures were approved by the Laboratory Animal Center of Sun Yat-sen University and in accordance with the National Institutes of Health guide for the care and use of laboratory animals (NIH Publications No. 8023, revised 1978).

### 2.3. Immunofluorescence

The muscles were dipped into OCT (SAKUR) and immediately frozen in liquid nitrogen. 5 *μ*m cryosections were collected on adhesive slides (CITOGLAS) and fixed in 4% paraformaldehyde (PFA) for 10 min. Blocking was performed in blocking buffer (20% donkey serum,1% BSA,0.2% Triton X-100 in 1x PBS) for 30 min at room temperature. Appropriate primary antibody diluted in blocking buffer was used to incubate the slides overnight at 4°C. After three times washed in 1x PBS, the secondary antibody diluted in blocking buffer was added and incubated for 50 min at room temperature. Nuclei were visualized by DAPI stain. Mouse anti-Pax7 (1 : 20, DSHB), mouse anti-myogenin (1 : 20, DSHB), mouse anti-myosin (1 : 20, DSHB), mouse secondary antibodies (1 : 200, Thermo Fisher), rabbit anti-ki67 (1 : 200, Thermo Fisher), and 100 ng/ml of DAPI (Solarbio) were used for immunofluorescence and applied for 10 min at room temperature. Images were processed with Nikon NID-elements software.

### 2.4. Immunohistochemistry

For immunohistochemistry, 5 *μ*m cryosections were collected on adhesive slides and fixed in 4% PFA for 10 min, then the slides were washed with PBS 3 times and then antigen-retrieved with sodium citrate using heating method with microwave. Slides were washed in PBS for 3 times and blocked in 5% BSA for 1 h at 37°C, then incubated at 4°C overnight with primary antibodies. The slides were stained following the SABC immunohistochemical kit (BOSTER) protocol, and nuclei were visualized by hematoxylin stain and observed using Nikon NID-elements software.

### 2.5. Western Blot Analysis

Protein isolation from tissue samples was performed with RIPA buffer (Bioss). Whole-cell lysates were subjected to SDS–PAGE. Protein expression was visualized using ultrasensitive ECL chemiluminescence detection kit (Absin) and quantified using a ChemiScope series Clinic Science Instruments (Clinx, China).

### 2.6. Histology

Histology was performed using Hematoxylin and Eosin and Masson's Trichrome staining according to the manufacturer's instructions (Solarbio).

### 2.7. qRT-PCR

Total RNA was isolated from TA muscle using TRIzol reagent (Invitrogen) following the manufacturer's instructions. cDNA was synthesized using a NovoScript SuperMix (NOVOProtein). Then, quantitative real-time PCR was performed using a PerfectStart Green qPCR SuperMix (Transgen) on a StepOnePlus Real-Time PCR Instrument (Themo Flsher Scientific). Beta-actin served as the internal control, and the relative express levels of mRNA were assessed through the comparative threshold cycle method (2^−ΔΔCt^) [15].

### 2.8. m^6^A MeRIP-Seq (Methylated RNA Immunoprecipitation and Sequencing)

The m^6^A MeRIP-Seq and data analyses were performed as previously described [16]. Briefly, Trizol reagent was used for the isolation of total RNA from muscle cells, and then, the PolyATtract mRNA Isolation System IV (Promega Z5310) was used to enrich mRNA from total RNA sample. 2 *μ*g of the purified mRNA was fragmentized with ZnCl^2^ buffer at 94°C for 5 min. The mRNA fragments were purified and then subjected to immunoprecipitation with anti-m^6^A antibody (1 : 100, Synaptic Systems, Cat No: 202003). After extensive wash, the methylated fragments were eluted by competition using free N6-Methyladenosine (Santa Cruz Biotechnology, sc-215524) and then used for library construction with the TruSeq Stranded mRNA Sample Prep Kits (Illumina RS-122-2101). The input and m^6^A MeRIP libraries were sequenced with Illumina NextSeq 500 with high output kit. The sequence reads mapping, peak calling and visualization, metagene analysis of m^6^A distribution, motif search, and gene ontology analysis were performed as previously described [17].

### 2.9. Polyribosome Bound mRNA-qPCR

The polyribosome-bound mRNA extraction was performed as described [18]. In brief, cells were pretreated with 100 *μ*g/ml cycloheximide for 3 min, followed by prechilled phosphate-buffered saline washes and addition of 2 ml cell lysis buffer (1% Triton X-100 in ribosome buffer (RB buffer), 20 mM HEPES-KOH (pH 7.4), 15 mM MgCl2, 200 mM KCl, 100 *μ*g/ml cycloheximide, and 2 mM dithiothreitol). After 30 min ice-bath, cell lysates were scraped and transferred to prechilled 1.5 ml tubes. Cell debris was removed by centrifuging at 16,200 g for 10 min at 4°C. Supernatants were transferred on the surface of 20 ml of sucrose buffer (30% sucrose in RB buffer). Polyribosomes were pelleted after ultracentrifugation at 185,000 g for 5 h at 4°C. Polyribosome-bound RNAs were isolated by using TRIzol RNA extraction reagent (Invitrogen), following the manufacturer's instructions. The subsequent treatment was the same as the qRT-PCR.

### 2.10. Cell Culture

The C2C12 mouse myoblast cells (Stem Cell Bank, Chinese Academy of Sciences, Shanghai, China) were cultured in Dulbecco's modified Eagle's medium (DMEM) high glucose (Gibco; Thermo Fisher Scientific, Inc., Waltham, MA, USA) supplemented with 15% fetal bovine serum (HyClone; GE Healthcare Life Sciences, Logan, UT, USA), 100 U/ml of penicillin, and 100 *μ*g/ml of streptomycin in 5% CO_2_ at 37°C. When the cells reached 80–90% confluence, they were differentiated by incubation in DMEM containing 2% horse serum (HyClone; GE Healthcare Life Sciences).

### 2.11. Statistical Analysis

Data are presented as the means ± standard deviation (S.D.) or standard error (S.E.). All of the statistical analyses were performed using Excel (Microsoft, Redmond, WA) or Prism (GraphPad Software Inc., La Jolla, CA). The two-tailed Student's *t*-test and one-way analysis of variance were used to calculate statistical significance. *p* value of <0.05 was considered significant.

## 3. Results

### 3.1. Knockout of METTL3 in MuSCs Inhibits Skeletal Muscle Regeneration

In order to study the function of METTL3 in muscle stem cells and muscle regeneration, we established a genetic mouse model of conditional ablation of METTL3 in adult skeletal muscle stem cells. We used CRISPR/Cas9 technology to generate the METTL3 flox (METTL3^flox/wt^) mice, which was then crossed with Pax7CreERT2 mice to obtain conditional homozygous mice (Pax7CreERT2; METTL3 cKO^flox/flox^, cKO) and the corresponding control mice (Pax7CreERT2; METTL3^wt/wt^). After induction of METTL3 knockout in the muscle stem cells with tamoxifen (Figure 1(a)), the muscle regeneration was induced by injecting cardiotoxin (CTX) into the tibialis anterior (TA) muscles of METTL3 cKO mice and the control mice, and then, the muscle samples were collected at different timepoints after injection. Immunofluorescence analysis of METTL3 expression in TA muscles showed that METTL3 expression is depleted in mutant mice compared with control mice after CTX treatment (Figures 1(b) and 1(c)). Western blot analysis confirmed the effective depletion of METTL3 *in vivo* (Figure 1(d)). Regeneration efficiency was evaluated by observing fiber morphology (Figure 1(e)) sections 2, 5, and 8 days after CTX treatment. Our data showed that muscle regeneration was strongly retarded in the METTL3 cKO mice compared to the control (CTL) mice (Figure 1(f)). CSA (cross-sectional area) measurement showed that the most abundant fibers in METTL3 cKO muscle had a surface area smaller than 100 *μ*m^2^, whereas larger fibers were significantly less represented than in control muscle (Figure 1(g)). Decreased regenerative capacity was also observed by Massion staining, since at day 5 and 8 post-CTX treatment METTL3-ablated muscles displayed increased fibrosis and fewer regenerating fibers (Figure 1(h)).

We next determined the function of METTL3 in muscle regeneration by evaluating the expression of key myogenic factors. Many protein markers participate in the muscle injury repair process, among which Pax7 [19] is the MuSCs proliferation marker, myogenin, the early differentiation marker, and myosin, the late differentiation marker. Our data showed that Pax7 expression was increased on day 2 after injury because MuSCs needed to proliferate and then participate in the repair; myogenin was increased on day 5, while myosin was increased on day 8 post-CTX treatment (Figure 1(i)). Our data displayed a noticeable decrease of myogenin expression in METTL3 cKO muscle tissues relative to the normal control (Figures 1(j)–1(l)). Not surprisingly, myosin expression was also significantly reduced in METTL3 cKO mice (Figures 1(m)–1(o)). Taken together, our data uncovered the important physiological function of METTL3 in regulation of muscle regeneration *in vivo*.

### 3.2. METTL3 Affects Muscle Regeneration by Regulating the Proliferation of MuSCs

Next, we evaluated the function of METTL3 in regulation of muscle stem cells. Our immunohistochemical staining showed that knockout of METTL3 resulted in significant decrease of Pax7-expressing (Pax7^+^) cells in TA muscles after CTX injury (Figures 2(a) and 2(b)). Pax7^+^ cells are the muscle stem cells required for the repair of damaged muscle tissue after injury [20]. Our results demonstrated that METTL3 knockout leads to a decrease in Pax7+ MuSCs, which therefore leads to impaired repair of muscle injury. We also assessed cell proliferation by immunostaining for Ki67 in the injected TA muscle harvested from mice mentioned above (Figures 2(c) and 2(d)), which further confirmed that METTL3 knockout leads to reduced proliferation of MuSCs, which in turn affects damage repair. 5-Ethynyl-2′-deoxyuridine (EdU) is a thymidine analog that can be incorporated into replicating DNA for detection of cell proliferation. Similarly, we found that METTL3 knockout led to a decrease proliferation in MuSCs indicated by reduced EdU incorporation (Figures 2(e) and 2(f)). Overall, our data revealed that METTL3 affects muscle regeneration by regulating the proliferation of MuSCs.

### 3.3. Conditional Knockin of METTL3 in Mouse Stem Cells Promotes Muscle Regeneration

To further assess potential roles of METTL3 in skeletal muscle regeneration, we developed muscle stem cell-specific METTL3 conditional knockin mouse (Pax7CreERT2; METTL3^ki/wt^, cKI). After induction of METTL3 knockin in muscle stem cells with tamoxifen, the cKI and control mice were subjected to CTX treatment to induce muscle regeneration (Figure 3(a)). At day 5 post-CTX treatment, we observed a higher number of regenerating centronuclear fibers in METTL3 cKI mice compared to that in the control mice (Figures 3(b) and 3(c)). Western blot analysis showed the successful overexpression of METTL1 in the cKI mice (Figure 3(d)). This indicates knockin of METTL3 promotes the *in vivo* muscle regeneration upon injury. To confirm that an increased number of MuSCs is responsible for faster muscle regeneration *in vivo*, we assessed the muscle stem cell marker and cell proliferation by immunostaining for Pax7 and Ki67 (Figures 3(e)–3(j)). The proliferation index clearly showed that the overexpression of METTL3 could cause the increase of Pax7+ MuSCs, which then promotes muscle regeneration. Moreover, detection of myogenin and myosin expression further supported that METTL3 knockin promotes the muscle regeneration *in vivo* (Figures 3(k)–3(p)). Taken together, our muscle regeneration models using the METTL3 cKO and cKI mice strongly supported the critical physiological function of METTL3 in regulation of muscle stem cells and muscle regeneration.

### 3.4. METTL3 Regulates m^6^A Modification of Notch Signaling Pathway Components

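In m6A MeRIP-Seq, fragmented mRNA is captured with an antibody against N6-methyladenosine (m6A), and the captured fragments are sequenced beside the input from which they were taken. Positions with more reads in the immunoprecipitate (IP) than in the input are called as m6A peaks. For the *in vivo* experiment, 1 IP library and 1 input library were made from muscle of METTL3 cKO mice and 1 of each from muscle of control (CTL) mice, at day 2 after CTX injection. With 1 library of each kind per genotype, a difference between the genotypes has no replicate check. The paper's text refers to an earlier publication for read mapping and peak calling and does not name the programs or the genome build. The authors deposited 1 table of 5412 peaks in 3983 genes for the comparison of the genotypes, and its column names are those that the R package exomePeak writes. For each peak it gives the position, the p-value and the fold enrichment of the peak, and the log2 fold and FDR of a differential test between the genotypes. The fold enrichment is the authors' value for the peak and runs from 1.06 to 3860, with a median of 12.9. The highest FDR in the authors' deposited table is 0.0501, so the table holds differential peaks and not every peak that was called. It gives 1 set of values per peak and not 1 per genotype. The legend of Figure 4(c) names the comparison as METTL3 cKO vs. CTL. Neither the table nor the paper's text states which genotype is the numerator of the log2 fold itself. The signs are therefore given as they stand in the table. The depth of the libraries is unknown, since the table holds no read counts. Of the 5216 peaks whose gene was found in the RefSeq annotation of GRCm38, 4985 (95.6%) lie inside the span of that gene, and muscle positions are given on this build. The table annotates 2598 peaks (48.0%) to the 3′UTR, 1726 (31.9%) to the coding sequence (CDS) and 278 to the 5′UTR. The table lists no peak for Mettl3 itself and holds no expression values, so the knockout was not checked in these libraries. Where a gene has more than 1 peak, the peak with the highest fold enrichment was used to represent it.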

To dissect the underlying mechanism of METTL3-mediated m^6^A modification in regulation of MuSC fate and muscle regeneration, we performed the m^6^A MeRIP-Seq (Figure 4(a)) to identify the critical m^6^A targets in MuSCs. Our result identified the consensus GGAC m^6^A motif in the m^6^A MeRIP-Seq data (Figure 4(b)). 

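The authors' table lists the positions of the GGAC sites in each muscle peak, 14306 sites in all. At least 1 GGAC site was listed in 3820 of the 5412 peaks, which is 70.6% (95% Wilson confidence interval 69.4 to 71.8, covering counting error only). In random sequence of the same lengths with equal base frequencies, 74.5% of the peaks would hold a site. The density of sites was 4.63 per 1000 bp against 3.91 per 1000 bp in such random sequence. The base composition of the peaks was not analysed here, so the share was not set against a control sequence. The share rose with the fold enrichment of the peak, from 55.2% of the peaks below the median fold enrichment to 85.8% of those at or above it, where random sequence of the same lengths would give 87.6%. In the 4715 peaks that lie in a single exon block, the 200 bp around the centre held a listed site in 52.5%. Random sequence of that length would give 54.2%. Sites are listed only inside a peak, and the shortest of all peaks has 111 bp. For peaks under 200 bp the window is therefore cut, and 54.2% is too high a reference. By annotation, 84.5% of CDS peaks, 68.7% of 5′UTR peaks and 62.0% of 3′UTR peaks held a site.

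**Figure D1:**
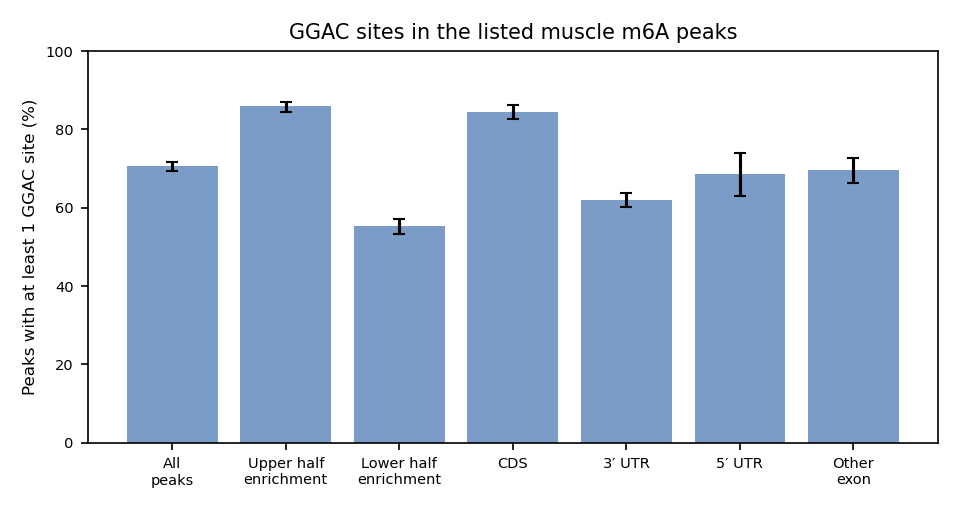
Share of listed muscle m6A peaks with at least 1 GGAC site (vertical axis, percent), for all peaks, for peaks at or above the median fold enrichment (upper) and below it (lower), and for each annotation. Bars give the share and error bars its 95% Wilson interval, with 85.8% for the upper group and 55.2% for the lower.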

Gene ontology analysis of the differentially methylated mRNAs between the METTL3 cKO and control samples revealed that METTL3 regulates the m^6^A modification of several important signaling pathways (Figure 4(c)). 

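The log2 folds in the authors' deposited table run from -13.4 to 6.29, with a median of -1.63 and quartiles of -4.63 and 1.36. Of the 996 genes with more than 1 peak, 479 have peaks of both signs. A negative log2 fold is listed for 3255 peaks (60.1%) and a positive one for 2157. At a change of at least 2-fold, 2038 genes were negative and 1440 positive in the authors' deposited table, by the peak with the highest fold enrichment of each gene. The negative share of 58.6% became 44.1% when the median log2 fold of all listed peaks was subtracted, with 1443 genes negative and 1831 positive. Only differential peaks are listed, so this median is not a measure of scaling between the libraries. At a change of at least 4-fold it was 71.1%, with 1662 genes negative and 674 positive. The share moved most when only genes at or above the median fold enrichment of all genes were counted, to 31.1%, with 522 genes negative and 1159 positive. Among these genes, the lowest log2 folds in the authors' deposited table include those of Gpatch2l (-12.5) and 4732487G21Rik (-12.5). These overlap on opposite strands of chromosome 12 and have the same log2 fold and FDR. The highest log2 folds there in the authors' deposited table are those of Jade1 (5.66), Syde1 (5.21) and Sil1 (5.04). Pathway tables were not used here, and the Notch pathway was taken as the 11 components Notch1 to Notch4, Jag1, Jag2, Dll1, Dll3, Dll4, Rbpj and Maml1. Of these, 8 are in the muscle table, which holds 3705 (16.9%) of the 21900 protein-coding genes of the annotation. Random lists of 11 protein-coding genes had a median of 2 genes in the table, and 0 of 10000 lists had 8 or more, with or without matching on gene length. Since Jag1, Notch2, Rbpj and Maml1 are the genes shown in Figure 4(d) for their peaks, the other 7 components were also taken alone. Of these, 4 are in the table, a number reached by 1.63% of random lists of 7 genes and by 2.0% of lists matched on gene length. These random lists were drawn from all protein-coding genes, expressed in muscle or not.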

Of which, the Notch signaling pathway plays important functions in regulation of muscle stem cells and muscle regeneration. 

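The authors' table lists 5 peaks for Jag1, Notch2, Rbpj and Maml1. Notch2 has a peak of 4074 bp on chromosome 3 from 98146168 to 98150241, annotated to the 3′UTR. Each peak has a single annotation, so a peak of this length may also cover coding sequence. The Notch2 peak has 19 GGAC sites and a fold enrichment of 329, which is rank 221 of the 5412 peaks. Its log2 fold in the authors' deposited table is 0.57 (FDR 7.94e-17). Jag1 has a peak of 121 bp in its 5′UTR, on chromosome 2 from 137116285 to 137116405, with 1 GGAC site and a fold enrichment of 6.9, which is rank 3612. Its log2 fold in the authors' deposited table is -3.34 (FDR 0.0437). Rbpj has a 3′UTR peak of 571 bp on chromosome 5 from 53653522 to 53654092, with 3 GGAC sites and a fold enrichment of 90.9. The authors' deposited table gives it a log2 fold of 1.92 (FDR 6.92e-04). Maml1 has a CDS peak on chromosome 11 from 50257636 to 50258801 with a fold enrichment of 108, and a 3′UTR peak from 50256411 to 50257247 with a fold enrichment of 44.4. In the authors' deposited table the CDS peak has a log2 fold of 1.73 (FDR 0.0158) and the 3′UTR peak one of -4.04 (FDR 8.71e-06). The FDR values come from a test on the reads of single libraries and compare those libraries, not the genotypes. Whichever genotype is the numerator, the Jag1 peak and the peaks of Notch2 and Rbpj have opposite signs, and so do the peaks within Maml1. With the median log2 fold of all listed peaks subtracted, Notch2 stood at 2.20, Jag1 at -1.71, Rbpj at 3.55 and the CDS peak of Maml1 at 3.36. Subtracting this negative median raises every value, so among these only Jag1 could have changed sign, and it did not.

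**Figure D2:**
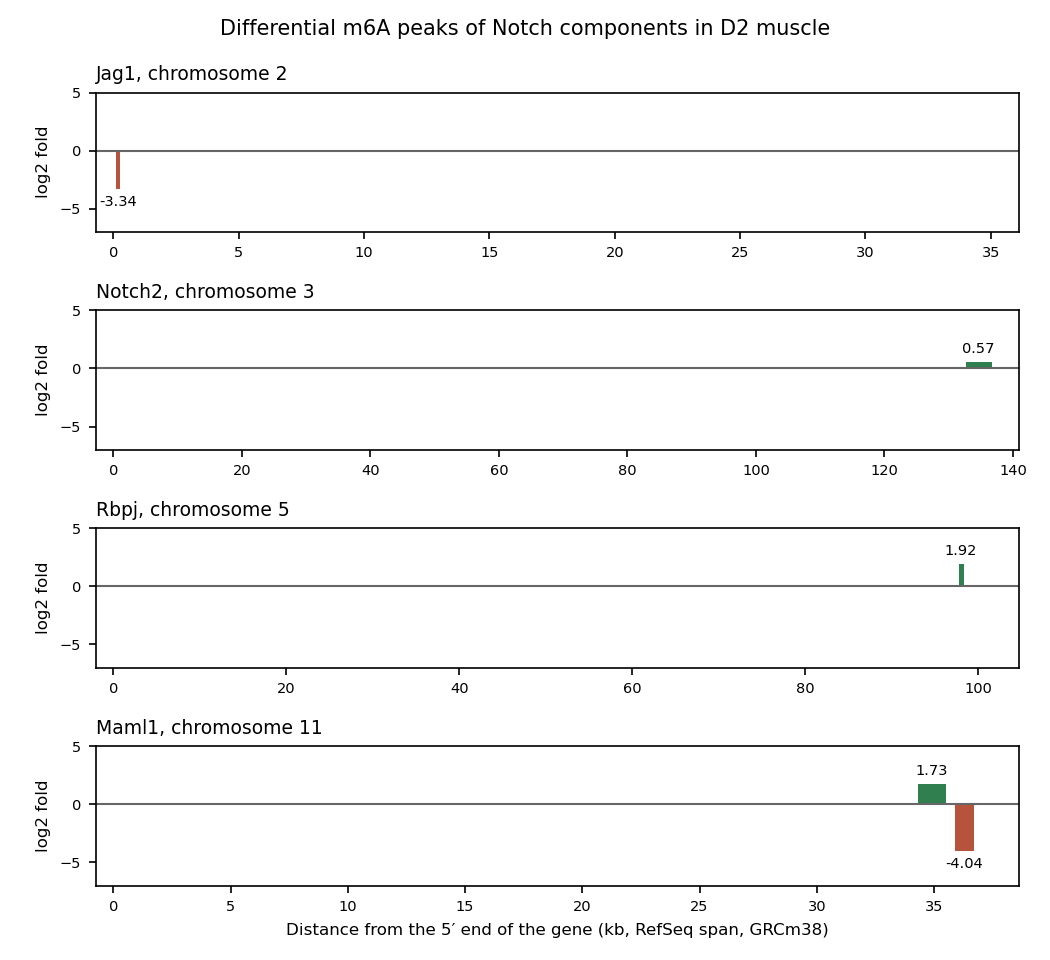
Positions and log2 folds of the listed muscle m6A peaks of Jag1, Notch2, Rbpj and Maml1. The horizontal axis is the distance from the 5′ end of the gene in kb (RefSeq span, GRCm38), the vertical axis is the log2 fold in the authors' deposited table, and each block is 1 peak, green when positive and red when negative. Values run from -4.04 in the 3′UTR of Maml1 to 1.92 in Rbpj.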

Our m^6^A MeRIP-Seq showed that the peak value of m^6^A in Notch receptor (Notch2), Notch ligand (Jag1), transcription factor (RBPJ), and activators (MAML1) in METTL3 cKO group was significantly decreased in the METTL3 cKO sample (Figure 4(d)). This result directly indicates that METTL3 affects the m^6^A modification level of Notch signaling pathway components in the regenerating muscle.

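The median log2 fold of Jag1, Notch2, Rbpj and Maml1 in the authors' deposited table, taking the strongest peak of each, is 1.15. Among 10000 random lists of 4 genes matched on fold enrichment, which had a median of 1.20 and a middle 95% from -2.06 to 2.57, this lies at percentile 47.8. Averaging the peaks of each gene, which affects only Maml1, changed the sign of this median to -0.29. For the 8 Notch components in the table the median was 1.09, at percentile 33.3 of lists of the same size. At a change of at least 2-fold, 2 of the 8 were negative and 4 positive. Random lists of 8 genes matched on fold enrichment had a median of 2 negative and 5 positive genes. In the authors' deposited table, Jag2 has a log2 fold of 1.61 (FDR 6.31e-04) and Dll1 one of -1.88 (FDR 0.0309), each from a CDS peak. Notch1 has CDS peaks with log2 folds of -0.98 and -4.46 in the authors' deposited table, and Notch4 has CDS peaks at -4.64 and 4.13. No peak is listed for Notch3, Dll3 or Dll4. From the peaks of Figure 4(d), the paper concludes that METTL3 affects the m6A level of Notch pathway components in regenerating muscle.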

Next, Western blot and qRT-PCR were used to determine the expression of Notch signaling pathway components in the muscle samples of METTL3 cKO and control mice. Compared with the control group, Western blot results showed that the protein expression level of Notch signaling pathway components in the muscle of METTL3 cKO group was significantly reduced, while qRT-PCR results showed no significant changes in their mRNA levels (Figures 4(e) and 4(f)). This suggests that METTL3 affects muscle regeneration by affecting the m^6^A methylation level of Notch signaling pathway at translation level.

### 3.5. METTL3 Regulates the Differentiation of C2C12 Myoblast Cells

We have demonstrated that METTL3 affects muscle regeneration by affecting the m^6^A methylation level of Notch signaling pathway *in vivo*. To further study the function and mechanisms of METTL3 in regulation of downstream target expression, we knocked down METTL3 expression in C2C12 myoblast progenitor cells (Figure 5(a)). We then examined the proliferation and differentiation ability of the myoblasts after METTL3 knockdown. The cell proliferation results revealed that the proliferation ability of C2C12 myoblasts was significantly reduced after METTL3 knockdown (Figure 5(b)). In addition, downregulation of METTL3 promoted the ability of C2C12 cells to differentiate into muscle fibers detected by Western blot (Figure 5(c)). Compared with the NC group, in shMETTL3 cells, both the early differentiation marker myogenin and the late differentiation marker myosin are upregulated. Meanwhile, we performed myosin staining to visualize the differentiated myofibers and found that the differentiated myofibers are significantly increased in the METTL3 knockdown C2C12 myoblasts (Figures 5(d) and 5(e)). These data suggest that METTL3 depletion in C2C12 cells results in decreased proliferation and accelerated differentiation of the myoblast progenitor cells.

### 3.6. METTL3-Mediated m^6^A Modification Regulates Notch Signaling Pathway at Translation Level

In order to study the mechanisms of METTL3 in regulation of proliferation and differentiation in C2C12 myoblast cells, we conducted m^6^A MeRIP-Seq sequencing analysis (Figure 6(a)). 

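C2C12 is a mouse myoblast line that can be grown as dividing progenitors or differentiated into myotubes. For these cells, 2 m6A IP libraries and 1 input library were mapped. The sample labels give the genotype of both IP libraries as a knockout, whereas the paper names no knockdown for this experiment, and the libraries are described here as C2C12 only. The authors deposited 1 list of 5433 peaks in 3969 genes, with the position, the annotation and the distance to the transcription start site (TSS) of each peak. The list gives no enrichment, count or p-value and no values per IP library, so the IP libraries could not be compared with each other and the depth is unknown. How the IP libraries were combined, and the genome build, are not named in the paper's text. Only 9.31% of the C2C12 peaks whose gene was found in the annotation lie inside the GRCm38 span of that gene, so the C2C12 positions are on another build and were not compared with the muscle positions. The lists were compared by gene name only. The authors' annotation places 2860 peaks (52.6%) in coding exons, 1405 (25.9%) in the 3′UTR, 675 (12.4%) in introns and 342 in the 5′UTR. The median length of a peak is 285 bp.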

Similar to the *in vivo* result, our sequencing results showed strong m^6^A modification on the mRNAs of Notch signaling pathway components (Jag1, Notch2, RBPJ, and MAML1) in myoblasts. 

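Since the C2C12 list gives no peak heights, the number of peaks and the length they cover were used to rank genes. Notch2 has 5 peaks covering 1667 bp, of which 2 are in coding exons and 3 in the 3′UTR, between 132878 and 135874 bp from the TSS. Only 40 genes have 5 or more peaks. Maml1 has 2 peaks in coding exons covering 496 bp, and 1023 genes have at least 2. Jag1 has 1 peak of 261 bp in a coding exon, 33348 bp from the TSS, and Rbpj has 1 peak of 290 bp in the 3′UTR, 97861 bp from the TSS. By covered length among the 3969 genes, Notch2 had rank 64, Maml1 rank 1267, Rbpj rank 2379 and Jag1 rank 2688. Of the other components, Notch1 has 2 peaks and Notch3 and Jag2 have 1 each, and none is listed for Notch4, Dll1, Dll3 or Dll4. In all, 7 of the 11 Notch components are in the C2C12 list, a number reached by 0.09% of 10000 random lists of 11 protein-coding genes and by 0.18% of lists matched on gene length. Without Jag1, Notch2, Rbpj and Maml1, which are shown in Figure 6(a) for their peaks, 3 of the other 7 components are in the list, a number reached by 10.8% of random lists of 7 genes and by 13.0% of lists matched on gene length. Both lists hold 6 of the 11. The genes with the most peaks include Ahnak with 18, Myh9 with 8 and Abr with 7. All Ahnak peaks are annotated to an intron of the single transcript that the list names for this gene. Whether they lie in an exon of another Ahnak transcript was not checked. Abr shares its place with other genes, since 7 genes have at least 7 peaks. Of the 3861 protein-coding genes in the C2C12 list, 1600 (41.4%) are also in the muscle table, against 653 for independent lists and 725 for independent lists within deciles of gene length. The paper states that the m6A modification of Jag1, Notch2, RBPJ and MAML1 in these cells is strong and resembles the *in vivo* result.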

Western blot results showed that the protein expression levels of Jag1, Notch2, RBPJ, and MAML1 decreased after METTL3 knockdown (Figure 6(b)). However, there was no significant difference in their mRNA levels (Figure 6(c)). To confirm our findings, we used polyribosome-associated mRNA-qPCR to detect the translation efficiency of Notch signaling pathway components. The results showed the mRNA translation efficiencies of Notch signaling pathway components are significantly reduced (Figure 6(d)), which directly leads to the decrease of protein expression level. At the same time, the expression levels of target genes (Hes2, Hes3, Hes4, Hes5, Hey1, and Hey2) in Notch signaling pathway were also significantly downregulated, further confirming that the depletion of METTL3 inhibits the Notch signaling pathway (Figure 6(e)). Overall, METTL3 depletion regulates the proliferation and differentiation of C2C12 cell by Notch signaling pathway at translation level.

### 3.7. YTHDF1 Regulates Translation of Notch Signaling Pathway Components

Given that METTL3 knockdown decreases the translation of Notch pathway components and the m^6^A reader protein YTHDF1 functions in promoting the translation of m^6^A modified mRNAs [8], we therefore investigated the potential function of YTHDF1 in regulation of Notch signaling pathway. We first overexpressed YTHDF1 in C2C12 myoblast progenitor cells (Figure 7(a)) and then examined the mRNA levels and the translation efficiency of Notch signaling pathway components. The results showed there was no significant difference in their mRNA levels after YTHDF1 overexpression (Figure 7(b)). However, the mRNA translation efficiencies of Notch signaling pathway components are significantly increased (Figure 7(c)). On the other hand, knockdown of YTHDF1 decreased the translation of Notch pathway mRNAs without changing their mRNA levels (Figures 7(d)–7(f)). Overall, our data revealed that the METTL3-m6A-YTHDF1 axis regulates the Notch signaling pathway and controls muscle stem cells and muscle regeneration (Figure 7(g)).

## 4. Discussion

This study reported that METTL3-mediated m^6^A modification regulates the muscle stem cells and muscle regeneration by affecting the translation of Notch signaling pathway. Emerging data revealed that METTL3-mediated m^6^A represents a ubiquitous modification in RNA of all higher eukaryotes that can affect mRNA metabolism, maintain cell self-renewal, and control the embryonic differentiation [21–23]. In our study, we showed that muscle stem cell-specific METTL3 knockout results in decreased proliferation activity of muscle stem cells and slower repair of muscle damage, whereas conditional knockin of METTL3 can promote muscle regeneration *in vivo*. Mechanistically, using generating muscle samples and myoblasts, we also found that METTL3 regulates MuSC regeneration through regulating the m^6^A modification of Notch signaling pathway at translation level.

There are two key events in the *in vivo* muscle regeneration model: after injury, the muscle stem cells are first activated and then undergo extensive proliferation to expand the stem cell population; after that, the stem cells undergo differentiation to reconstitute the muscle structure. Our data showed that METTL3 cKO in the muscle stem cells decreases proliferation of muscle stem cells, which leads to insufficient number of muscle stem cells that can be used for injury repair, eventually results in the impaired muscle reconstitution, as showed by the reduced level of myogenin and myosin. On the other hand, in the *in vitro* myoblast model, our data showed that knockdown of METTL3 decreases myoblast proliferation and results in the predifferentiation of myoblasts, as reflected by the increased expression of myogenin and myosin after induction of differentiation. Therefore, both our *in vivo* and *in vitro* data supported the essential function of METTL3-mediated m^6^A modification in regulation of muscle stem cells and muscle regeneration.

The Notch signaling pathway plays important functions in regulation of muscle stem cells and muscle regeneration. Canonical Notch signaling is initiated by interaction of the extracellular domain of ligands (DLL-1, -3, -4 and Jag-1 and -2) with their counterparts on one of the four receptors (Notch1–4), then the Notch receptors are cleaved and releases into the nucleus to bind to the transcription factor RBPJ and recruit coactivators including MAML1 to activation target gene translation. Notch signaling pathway is required for MuSC maintenance, activation, proliferation, and differentiation and muscle regeneration [24–30]. The genes of the Notch signaling pathway, such as Notch2, Jag1, RBPJ, and MAML1, which are involved in the control of the stem cell's fate and behavior, are essential for the myogenic progress [31, 32]. In our study, it was found that METTL3 knockout led to reduction of m^6^A modification levels of Notch family genes. And upon METTL3 knockout, the mRNA level of Notch signaling pathway did not change, but the protein expression significantly decreased. We further revealed that depletion of METTL3 resulted in decreased mRNA translation efficiencies of the Notch pathway components. And the m^6^A reader protein YTHDF1 promotes the mRNA translation of Notch pathway components. These data revealed that the METTL3-mediated m^6^A modification facilitates muscle stem cells and muscle regeneration through regulation of Notch signaling pathway.

Taken together, our findings provide a new insight in the pivotal regulatory role of METTL3-mediated m^6^A modification in muscle stem cells and muscle regeneration. Our data uncovered the novel posttranscriptional mechanisms underlying muscle stem cell fate and muscle regeneration and provided molecular basis for the development of therapeutic strategies for muscle-related diseases including muscle injury and muscular dystrophies.

## Figures and Tables

**Figure 1:**
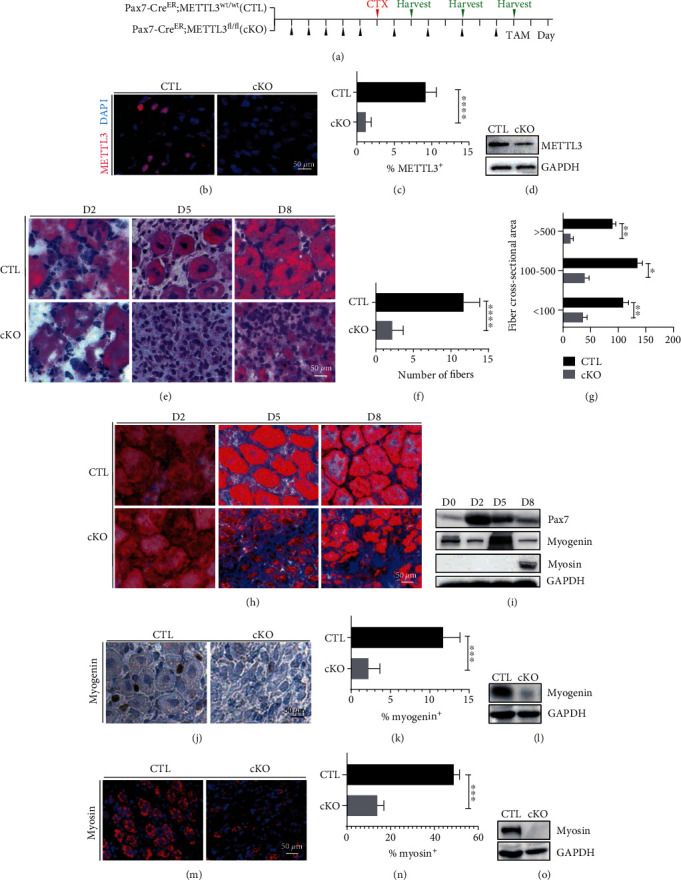
METTL3 is required for muscle regeneration *in vivo*. (a) Schematic outline of CTX injection in tamoxifen-treated CTL and cKO littermates. (b–d) Immunofluorescence staining and Western blot analysis of TA muscle after injection for 5 days for METTL3. (e) Hematoxylin and eosin (H&E) staining of TA muscles of METTL3 cKO mice and control littermates 2, 5, and 8 days after CTX injection. (f) Number of muscle fibers. (g) Area of regenerating centronuclear fibers. (h) Masson's Trichrome staining of TA muscles of METTL3 cKO and control littermates. (i) Western blot analysis of Pax7, myosin, myogenin, and METTL3 protein levels in control TA muscle at day 0, day 2, day 5, and day 8. (j) Immunofluorescence staining of TA muscles from METTL3 cKO and control mice detected by myogenin. (k) Quantifications of myogenin staining. (l) Western blot analysis of myogenin. (m) Immunohistochemical staining of myosin. (n) Quantifications of myosin staining. (o) Western blot analysis of myosin. *N* = 10. ^∗∗∗∗^*p* < 0.0001; ^∗∗∗^*p* < 0 .001; ^∗∗^*p* < 0.01; ^∗^*p* < .05. CTX: cardiotoxin; TAM: tamoxifen; TA: tibialis anterior; CTL: control; cKO: METTL3 conditional knockout.

**Figure 2:**
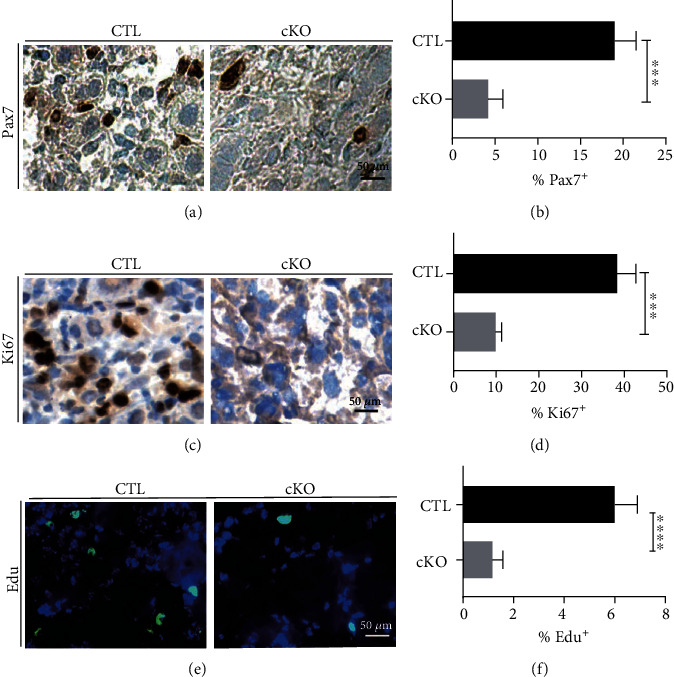
METTL3 regulates muscle stem cell proliferation *in vivo*. (a–d) Immunohistochemical analysis of TA muscle samples from METTL3 cKO and control by Pax7 and Ki67 antibodies, respectively. Quantifications of Pax7 and Ki67 staining were shown on the right. (e) EdU of TA muscles and (f) images of cell numbers 5 days after isolation from injured muscles of METTL3cKO and control mice. ^∗∗∗∗^*p* < 0.0001; ^∗∗∗^*p* < 0.001. CTL: control; cKO: METTL3 conditional knockout.

**Figure 3:**
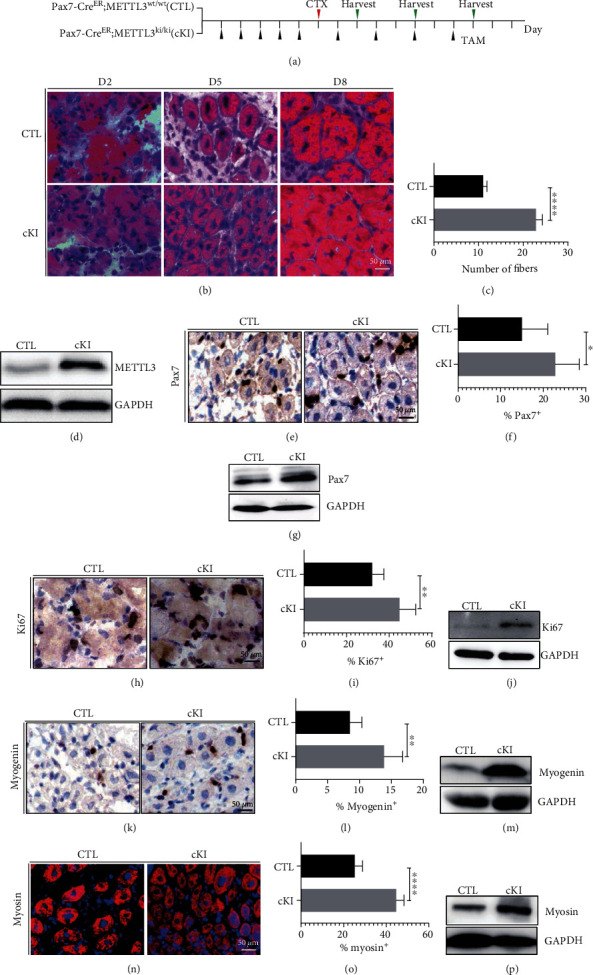
METTL3 conditional knockin promotes muscle regeneration *in vivo*. (a) Schematic outline of CTX injection in TAM-treated control and METTL3 cKI littermates at the age of 8–9 weeks. (b) H&E staining of representative tibialis muscle sections from METTL3 cKI, control mice treated 2, 5, and 8 days after CTX injection. (c) Quantified of muscle fibers. (d) The upregulation effect of METTL3 was verified at protein levels by Western blot. (e, h, k) Immunohistochemical and (n) immunofluorescence staining of TA muscle from METTL3 cKI and control detected by Pax7, Ki67, myogenin, and myosin antibodies. (f, i, l, o) Quantifications of Pax7+, Ki67+, myogenin+, and myosin+ cells were shown on the right. (g, j, m, p) Western blot detected the protein expression levels of Pax7+, Ki67+, myogenin, and myosin. Data represent mean ± SEM. *N* = 5. ^∗∗∗∗^*p* < 0.0001, ^∗∗^*p* < 0.01, ^∗^*p* < 0.05. CTX: cardiotoxin; TAM: tamoxifen; TA: tibialis anterior; CTL: control; cKI: METTL3 conditional knockin.

**Figure 4:**
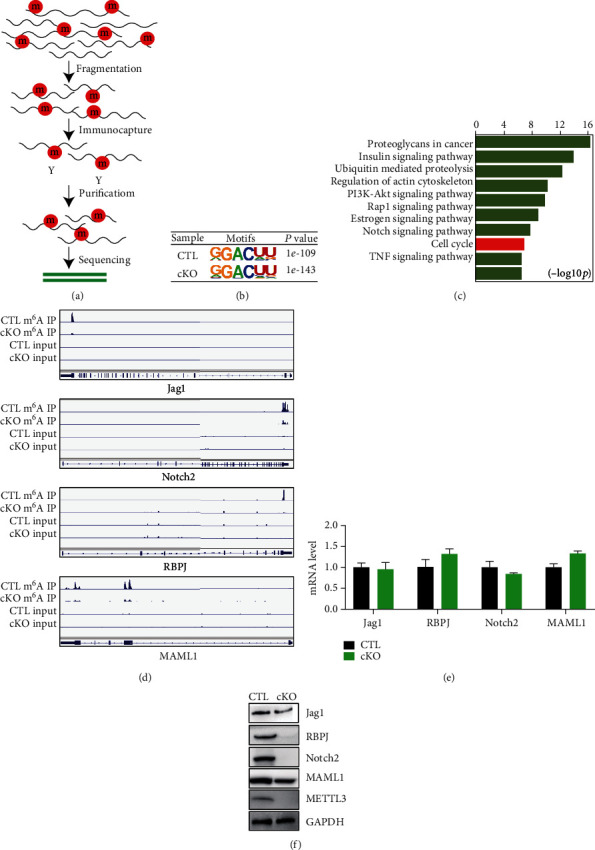
METTL3 regulates m^6^A modification of Notch signaling pathway components. (a) Schematic representation of m^6^A MeRIP-Seq. (b) m^6^A motif identified in the MeRIP-Seq. (c) Enriched KEGG molecular function pathways identified from differentially m^6^A-enriched genes in METTL3 cKO vs. CTL D2 samples. (d) Notch signaling pathway identified in the MeRIP-Seq. (e, f) qRT-PCR and Western blot analyzed of Notch signaling pathway. CTL: control; cKO: METTL3 conditional knockout.

**Figure 5:**
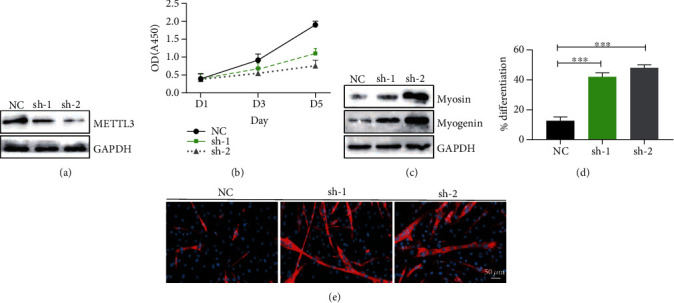
Deletion of METTL3 affects C2C12 myoblast progenitor cell proliferation and differentiation. (a) Western blot detection of METTL3 expression. (b) Proliferation ability significantly decreased after METTL3 knockout determined by cell counting Kit-8 at indicated days. (c) Western blot analysis of the expression of early differentiation marker myogenin and late differentiation marker myosin in C2C12 cells. (d) Myosin staining (red) was performed 3 days later using an anti-myosin antibody, and the nuclei were counterstained with DAPI. (e) Differentiation index in the METTL3-depleted and control cells. Data represent mean ± SEM. ^∗∗∗^*p* < 0.001. NC: negative control; sh-1: METTL3 shRNA-1; sh-2: METTL3 shRNA-2.

**Figure 6:**
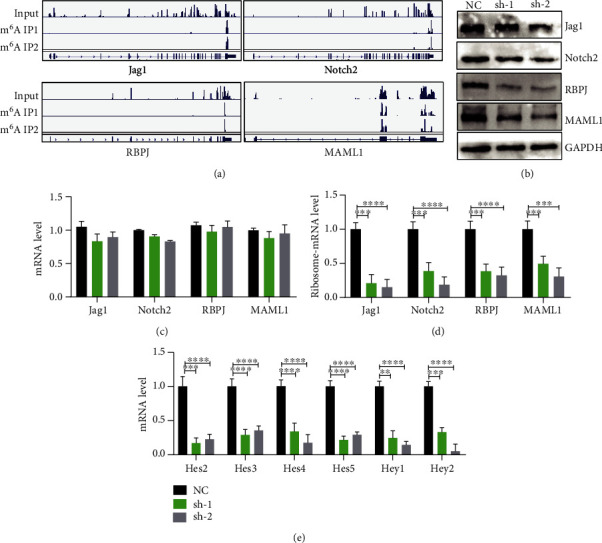
METTL3 regulates the mRNA translation efficiency of Notch signaling pathway components. (a) The Notch pathway genes with m^6^A modification. (b) The protein levels of Notch signaling pathway in the METTL3-depleted and control cells. (c) mRNA expression of Notch signaling pathway analyzed by q-PCR. (d) Polyribosome-bound mRNA-qPCR was used to detect translation efficiency. (e) The downstream gene expression of Notch signaling pathway was detected by qRT-PCR. ^∗∗∗∗^*p* < 0.0001; ^∗∗∗^*p* < 0.001; ^∗∗^*p* < 0.01. NC: negative control; sh-1: METTL3 shRNA-1; sh-2: METTL3 shRNA-2.

**Figure 7:**
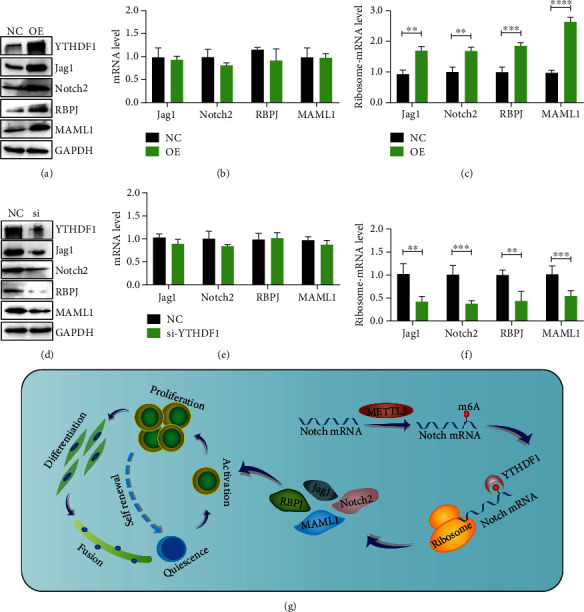
YTHDF1 regulates the mRNA translation efficiency of Notch signaling pathway components. (a) The protein levels of Notch signaling pathway in the METTL3 overexpressed or (d) depleted and control cells. (b, e) mRNA expression of Notch signaling pathway analyzed by q-PCR. (c, f) Polyribosome-bound mRNA-qPCR was used to detect translation efficiency. (g) Working model of METTL3 regulates muscle stem cells by Notch signaling pathway. ^∗∗∗∗^*p* < 0.0001; ^∗∗∗^*p* < 0.001; ^∗∗^*p* < 0.01. NC: negative control; OE: YTHDF1 overexpressed; si: YTHDF1 siRNA.

## Data Availability

The sequencing data were deposited into Gene Expression Omnibus (GSE169432).

How the deposited data were processed for this re-analysis (not part of the article)

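m6A MeRIP-Seq was analysed for muscle at day 2 after CTX injection, with 1 IP library and 1 input library from METTL3 cKO mice and 1 of each from CTL mice, and for C2C12 myoblasts, with 2 IP libraries and 1 input library. Samples were assigned to these groups from the sample labels and the paper.

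The authors mapped the reads, called the peaks and deposited 1 peak table for muscle and 1 for C2C12. The programs, their settings and the genome build are not named in the paper's text, which refers to earlier publications. The muscle table holds differential peaks between the genotypes. For each of these, the authors deposited the p-value of the peak, listed as 0 for 929 peaks, and its fold enrichment of IP over input, a ratio. The authors also deposited the log2 fold and the FDR of the differential test, the latter as a log10 value. A separate column of log10 FDR values for the peaks was damaged by a spreadsheet in 928 cells and was not used. The symbols of 9 genes were turned into dates and were left as listed. The C2C12 table gives positions and annotation only. Columns of values for single samples that were left out numbered 0. Depth is unknown for all libraries, since neither table holds counts, so no limit of detection was computed.

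Values were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Muscle genes were matched to the RefSeq annotation of GRCm38 by symbol, or by an older symbol that names a single gene, and 3811 of 3983 (95.7%) matched. C2C12 genes were matched by RefSeq transcript, and 3929 of 3969 matched. Each muscle gene was represented by its peak with the highest fold enrichment. A gene was counted as changed at a log2 fold of 1 or higher or of -1 or lower. Since each genotype has 1 library of each kind, no test between genotypes was made, and gene lists were placed among 10000 random lists of the same size, matched on deciles of fold enrichment or of gene length. Tests in the closing section compared peaks within deciles of length or fold enrichment. Confidence intervals are 95% Wilson intervals and cover counting error only.

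The list percentile and the comparison within classes were tested on simulated data. Of 300 lists without a shift, 6.67% fell outside the middle 95% of the random lists. All 300 lists of 8 genes shifted by 4 on the log2 scale were found. Smaller shifts and lists of 4 genes were not simulated, so the power to find a shift in those is unknown. A gap of 20 percentage points was recovered as 22.1, and 0.83 was found where none was planted.

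The genes named were set by a rule before the data were examined: the genes the paper names, the 3 lowest and 3 highest log2 folds among genes at or above the median fold enrichment, and the 3 highest genes in C2C12. Because the C2C12 table has no peak values, the number of peaks took the place of the peak value in the last of these. A gene that the rule selects is not reported here. The direction of change was to be read as cKO over CTL. Since the numerator is not stated, signs are given as deposited, and both readings appear in the closing section. The planned test of GGAC against control sequence, the use of pathway tables and the overlap of the lists by position were not made, because no genome sequence or pathway table was used here and the builds differ. In place of the control sequence, the share expected in random sequence with equal base frequencies was computed. Alternatives to the choice of peak, the threshold, the scaling, the filter on fold enrichment and the background were tried.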

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

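The tests named in this part were chosen after the results were seen. The peaks below belong to genes that the paper names but whose m6A peaks in muscle it does not discuss, and each passed the differential test of the authors. There are no replicates against which to set them. In the authors' deposited table the other Notch components have log2 folds of -0.98 and -4.46 (Notch1), -4.64 and 4.13 (Notch4), 1.61 (Jag2) and -1.88 (Dll1). The muscle stem cell and myogenic genes are all negative in the authors' deposited table, with -3.63 for Pax7, -7.61 for Myod1 and -2.43 for Myog. The demethylase genes differ in sign in the authors' deposited table, with 1.17 for Fto and -7.23 for Alkbh5. The proliferation marker Mki67 has 4 CDS peaks that are all positive in the authors' deposited table, at 2.29, 0.99, 0.77 and 0.65.

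Subtracting the median log2 fold of all peaks in the authors' deposited table, -1.63, turns the Notch1 peak at -0.98 positive and leaves the sign of every other peak given here. That median covers differential peaks only and does not measure scaling between the libraries. The sign of a log2 fold in the table goes with the fold enrichment of the peak. If unequal background between the IP libraries were the reason, weak peaks would be negative, and 82.4% of the peaks with a fold enrichment under 2 are. Since weak peaks are themselves the low end of this trend, their share does not decide the point. Some peaks go against the trend. Dll1 is negative at a fold enrichment of 275, and Fto is positive at 8.69, so background at weak peaks does not explain those signs. For the weaker negative peaks, unequal background cannot be told apart from a difference in m6A. A difference in depth between the libraries was not tested, since the table holds no counts, and no biological explanation was tested for these genes.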

How the results depend on the processing

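The settings and alternatives were fixed in advance, apart from a few. Reading CTL as the numerator, the muscle peaks with high fold enrichment against all C2C12 peaks, and the share of negative peaks were added after seeing the data. For every value below whose sign matters, a negative log2 fold is read as lower in cKO, and the opposite reading reverses each sign.

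The muscle table was restricted to peaks at or above the median fold enrichment of all peaks. The median log2 fold in the authors' deposited table went from -1.63 to 1.01, the share of negative peaks went from 60.1% to 38.6%, and the GGAC share went from 70.6% to 85.8%. The number of peaks, 2713 of 5412, is fixed by the median and shows nothing. Restricting the genes to those whose strongest peak is at or above the median of all genes took the genes with a log2 fold of -1 or lower from 2038 to 522. The GGAC share expected in random sequence of the same lengths goes from 74.5% to 87.6%, so longer peaks account for part of this rise. The density of sites also went from 4.63 to 4.87 per 1000 bp, so length is not the whole cause. The signs follow the share of positive peaks, which is larger among peaks with a high fold enrichment, and the cause of that was not settled. The 1600 genes shared with C2C12 became 1127, less than a 1.5-fold change. Counting genes in place of peaks gave a negative share of 55.4%.

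Averaging all listed peaks of a gene changed the median of the 4 Notch genes of Figure 4(d) from 1.15 to -0.29, because Maml1 went from 1.73 to -1.16 (its mean over a positive and a negative peak). Subtracting the median of all listed peaks gave 2.78. It also left 1 Notch component at -1 or lower in place of 2, since Dll1 at -1.88 lies within 1 of the median. A ratio of at most 0.67 gave 3, and reading CTL as the numerator gave 4, which are the components at 1 or higher. The count of genes at -1 or lower stayed within 1.5 times of 2038 in the following settings. It was 2163 at a ratio of at most 0.67 and 1662 at a ratio of at most 0.25. It was 1443 after subtracting the median and 1440 with CTL as the numerator. Only the counts are alike. The 1440 are the genes at 1 or higher as deposited, so none of them is among the 2038. After subtracting the median, more genes were positive (1831) than negative (1443). The number of Notch components lower was at percentile 8.22 of random lists, and at 49.4 when the lists were matched on fold enrichment.

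Taken whole, the 4715 peaks in a single exon block had a GGAC share of 67.3%, against 70.6% of all peaks. In the 200 bp around their centres the share was 52.5%, where random sequence of that length would give 54.2%. Part of the fall from 70.6% thus comes from the change of peaks. The rest goes with shorter sequence. Sites outside a peak are not listed, so peaks under 200 bp have less than the full window. The 54.2% is therefore too high a reference and does not decide how much length explains. The median percentile of the 4 Notch genes in C2C12 was 60.3 by number of peaks and 54.0 by covered length, and the cause of this difference was not tested.

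Several alternatives set before the data were examined gave no value, because the tables hold no values per genotype or per IP library, and no genome sequence was used: the sum over peaks for the log2 folds, a pseudocount, a stricter overlap of peaks between genotypes, peaks listed for both genotypes, DRACH in place of GGAC, shuffled and flanking control sequence, leaving out each C2C12 IP library, a stricter threshold in C2C12 and overlap of the muscle and C2C12 lists by position. No paired analysis was possible because the genotypes have 1 library each and the tables hold no values per library. Depth is unknown for all libraries, which limits the weight of peaks with low fold enrichment most.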

Differences from the paper's values

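The paper states no number for a measure computed here. For direction, the paper reports lower m6A peaks in the METTL3 cKO sample for each of Jag1, Notch2, RBPJ and MAML1. That statement is on the peak value shown in Figure 4(d), while the log2 fold comes from the differential test. These are not the same measure, so a difference in sign is not a direct contradiction of the figure. In the authors' deposited table the log2 fold is -3.34 for Jag1, 0.57 for Notch2 and 1.92 for Rbpj, and Maml1 has 1 peak at -4.04 and 1 at 1.73. With cKO as the numerator, the order in the legend of Figure 4(c), Jag1 and the 3′UTR peak of Maml1 are lower in cKO. With CTL as the numerator, a reading chosen after seeing the values, Notch2, Rbpj and the CDS peak of Maml1 are. No setting that was run gave all 5 peaks the same sign, and none could have. Reversing the numerator flips every sign together, and subtracting the median of -1.63 leaves Jag1 and the 3′UTR peak of Maml1 negative. This outcome therefore adds nothing to the deposited signs. Averaging the peaks of each gene gave -1.16 for Maml1, the sign of Jag1. Figure 4(d) draws the Jag1 signal toward the 3′ end of the gene, while the Jag1 peak in the authors' deposited table lies in the 5′UTR, 176 bp from the 5′ end. Figure 4(b) gives GGAC as the motif of the peaks, and a GGAC site is listed in 70.6% of muscle peaks, where random sequence of the same lengths with equal base frequencies would give 74.5%. The density of sites goes the other way, with 4.63 per 1000 bp against 3.91 in such random sequence.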

Other observations

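Some tests in this part were chosen only after the result was seen: those on peak length, weak peaks, the genes of Figure 4(d), the other 7 Notch components and peaks on opposite strands.

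Muscle peaks with a positive log2 fold hold GGAC sites more often than those with a negative one, 91.0% against 57.1%, a gap of 34.0 percentage points. Comparing peaks within deciles of length left a gap of 12.6, within deciles of fold enrichment 21.3, and within 25 cells of length and fold enrichment 13.9, so none of these accounts for all of it. Base composition was not tested. Genes whose strongest peak is positive are also in the C2C12 list more often, 973 genes (54.8%) against 643 (29.1%), and a gap of 15.1 percentage points was left within deciles of fold enrichment. A candidate explanation is that CTL is the numerator of the log2 fold, so that positive peaks are those that need METTL3 and recur in C2C12. This is a hypothesis found and tested on the same table, and other differences between strong and weak peaks could leave the same gap. It also takes the C2C12 libraries as cells with METTL3. The sample labels give the genotype of the C2C12 IP libraries as a knockout, and if that holds, recurrence in C2C12 would mark peaks that persist without METTL3 and the gap would point the other way. Of the 4 genes of Figure 4(d), 3 have a positive strongest peak, which is too few to decide between the readings.

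Positive log2 folds are more frequent among peaks with a high fold enrichment. Across peaks, which are not independent replicates, Spearman's rho was 0.50. From the lowest to the highest of 5 classes of fold enrichment, 15.8%, 18.3%, 25.9%, 52.4% and 87.0% of peaks were positive. The median log2 folds of these classes in the authors' deposited table were -3.30, -3.73, -3.01, 0.54 and 1.62, so the median did not rise steadily over the lower classes. If background differed between the IP libraries, weak peaks would share a sign. Of the 187 peaks with a fold enrichment under 2, 154 (82.4%) are negative, against 60.1% of all peaks. These peaks are the low end of the trend itself, so their share does not decide the point, and the trend cannot be told apart from unequal background. All 6 peaks on mitochondrial transcripts are negative, with log2 folds from -6.85 to -2.91 and fold enrichments from 1.06 to 4.27, and 0 of them hold a GGAC site. No biological explanation was tested.

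Peaks in the 3′UTR have lower log2 folds than CDS peaks, with medians of -3.11 and 0.76. Within deciles of fold enrichment the difference in mean was -1.74. In 319 genes that list both kinds, the 3′UTR peaks were lower in 218 (68.3%), so the gap does not come only from different genes carrying the kinds of peak. After the mean of 20 classes of fold enrichment was removed, they were lower in 63.3% of these genes. A difference in 3′ coverage between the libraries may account for this, and a change of m6A along the transcript would give the same pattern. These cannot be told apart without reads.

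Of 97 pairs of peaks that overlap on opposite strands by at least 50% of the shorter, 77.3% have log2 folds within 0.5 of each other and 9 pairs have the same one, against 9.25% of random pairs of peaks. The share lies between the limits of 40% and 80% set for this test, round numbers with no outside basis, so the share alone does not decide whether reads were counted without regard to strand. The pairs with the same log2 fold include Gpatch2l and 4732487G21Rik, which also have the same FDR, and for such pairs reads counted on both strands are a candidate explanation. The pairs involve 192 peaks (3.55% of all), and 0 of them belong to a Notch component.

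The 11 Notch components are in the muscle table more often than other genes. In 0% of 10000 length-matched lists were as many genes listed, but 4 of the components are the genes of Figure 4(d), shown for their peaks, so this does not decide the role of gene length. For the other 7, the number in muscle was reached by 1.63% of random lists of 7 genes and by 2.0% of length-matched lists. The number in C2C12 was reached by 10.8% of random lists and by 13.0% of length-matched lists. Matching on gene length thus changed little for these 7. The choice of the 4 genes therefore does not account for all of the excess in muscle. In C2C12, 3 of the other 7 are listed against a random median of 1, and with so few genes this excess could not be told apart from random lists.

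The muscle and C2C12 lists share more genes than independent lists would. Gene length does not account for this, since 725 shared genes were expected within deciles of length, with at most 797 in 1000 draws, against 1600 found. Expression was not tested, and genes that are not expressed in muscle or myoblasts cannot be listed, so expression remains as an explanation for this and for the Notch components.

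In C2C12, 675 peaks are annotated to introns. All 18 Ahnak peaks and 6 of the 7 Abr peaks are among them. The list names a single transcript for each of these genes, and exons of other transcripts were not checked. Of the Notch targets Hes2, Hes3, Hes5, Hey1 and Hey2, only Hes2 is in the C2C12 list. It has 1 peak annotated upstream of the gene, at -2258 bp from the TSS. Hes4, which the paper also names as a target, was not looked up. Myog has no C2C12 peak, and Ythdf1 has 3 there and none in the muscle table.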
